A study of Mus musculus with 14 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

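Genomic DNA from the tails of a sire, a dam and their 5 progeny was hybridized by the authors against DNA of a reference male on custom Agilent arrays, 1 array in each dye orientation. The labels give the strain as C57BL/6, and the design text and the study name C57BL/6J/Nrs. The labels also name the family members, and the dye of each DNA was taken from them. The reference was no member of a group. The 2 arrays of a mouse were counted as 1 replicate, so that the groups had 1, 1 and 5 mice. The p-values of permutation tests refer to the spread between mice of 1 family, and those of binomial tests to counts of carriers. The title of the series describes exposed males, whereas its design text calls the male of this family non-irradiated. The study places the offspring of this family that it lists in its irradiated group. The series holds no family of the other kind, so exposure entered no comparison.

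The arrays were scanned at 3 µm, and the spot values were extracted by the authors with Feature Extraction. Per the file headers, the processed signal is an intensity from which the background was subtracted with spatial detrending, followed by dye normalization within the array with a linear term. The median pixel intensity of each spot and of its local background was deposited beside it. The scanner's log10 ratio of Cy5 over Cy3, as deposited, equalled the log10 ratio of the processed signals at 99.97% to 99.99% of the spots of an array. The authors' value table holds a log2 ratio per probe of reference over mouse, with a correlation with the scanner's Cy5 over Cy3 ratio of 0.997 to 0.999 on arrays with the mouse in Cy3 and of -0.998 to -0.996 on the others, and with array medians between -0.01 and 0.02. The adjustment that the authors made between the scanner's ratio and this table is not given in the sources used here, and its sign was turned before use. Probe positions are on mm9, also called NCBI37, per the file headers.

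From the processed signals, log2 ratios of mouse over reference were computed and each array was centred on the median of its autosomal probes, with no loess or quantile step. Control spots (6745 of 966371) and spots that the scanner marked as non-uniform or population outliers (118 to 241 spots per array) were left out; the plan had named the non-uniform outliers alone, and spots of the same probe were averaged. The 36 spots placed on unassembled contigs were not used. No spot was saturated. The median signal of an array was 99 to 165.5 in the mouse channel, beside a background of 23 to 43.

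A probe was called positive, after the methods of the study, where its log2 ratio was past 0.8 on both arrays of a mouse in the same direction, or past 0.5 for each of 2 adjacent probes on both arrays. Positive probes of a direction with at most 2 other probes between them were joined into a region. A region of a progeny was a de novo candidate where none of its probes was positive in the same direction in either parent, and a private region where this held for all of the other 6 mice. Each de novo candidate with at least 2 positive probes was placed among 10000 random autosomal windows of as many probes by its progeny-minus-midparent mean. The order of the probes was shuffled 100 times to count regions of randomly adjacent probes. Progeny and parents were compared by an exact two-sided permutation test over the 21 splits of the mice, with a threshold of 0.05. Transmission was tested by an exact two-sided binomial test for regions with 4 or more positive probes in exactly 1 parent. A progeny was a carrier where at least 50% of the parent's positive probes were positive in it, or where its mean was past 50% of the parent's on both arrays. Intervals are exact Clopper-Pearson intervals at 95%.

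The rule on the regions and probes named in the text, the tests and most alternatives were set before the data were examined. The rule was to name the de novo candidates with at least 2 positive probes, the 10 single-probe candidates farthest from the midparent, regions shared by 6 or 7 mice and regions of exactly 1 parent, of which the text gives the largest. The files pair no probe with a gene and no annotation of mm9 was used here, so regions and probes are named by position or identifier. For the same reason the planned tests of antigen receptor loci and of gene families were not run, and the loci of the study were measured over the called regions instead.

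The calling steps were tested on simulated data, in which 200 regions were shifted on both arrays of progeny 2. Of losses of -0.8, 54.5% were called as a region when they covered 2 probes, 92.5% when they covered 4 and 100.0% when they covered 50. Of losses of -0.5, 3% were called at 2 probes, 11.5% at 4, 28% at 10 and 79% at 50. Of gains of 0.55, near the level of 3 copies against 2, 10.5% were called at 2 probes, 19.5% at 4, 44.0% at 10 and 97.0% at 50. Losses of -0.8 that covered 1 probe made that probe positive in 21.5% of cases. A shifted region counted as called where any part of it fell in a called region with at least 2 positive probes. The comparison with the parents was not applied, so these shares do not measure the recovery of de novo candidates.

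Alternatives to the processing were the normexp background correction with an offset of 50 on the median signals, ratios without centring, the authors' value table, a single-probe threshold of 1, the single-probe rule alone, outlier spots kept, probes well above background on every array, gaps of 0 or 5 probes, parents within 0.3 of 0, each dye orientation alone, and each progeny left out. An interval search of progeny minus midparent (score above 6, at least 4 probes, mean past 0.25) was a further alternative. The files hold no mean signal, so normexp was run on the median signal. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. The arrays fell into 4 scan batches, 1 with both parents, 1 with progeny 1 and 2, 1 with progeny 3 and 4 and 1 with progeny 5.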

Results

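Tail DNA of 1 family of C57BL/6J/Nrs mice was compared with the DNA of a reference male by array comparative genomic hybridization, a method in which both DNAs are labelled with different dyes and compete for the same probes. The family consisted of a sire, a dam and 5 progeny, and the title of the series names continuous gamma-ray exposure of the males before breeding. Each mouse was measured on 2 arrays with the dyes exchanged, so that 14 arrays gave 1 value per mouse and probe. The arrays carried 950713 placed probes, of which 950622 were autosomal, 68 were X-linked and 23 were Y-linked. Between 93.3% and 98.9% of the spots were well above background in both channels of an array, and the number of arrays limits the precision of every value below. Log2 ratios are given as mouse over reference after each array was centred on its autosomal median, and positions are those of the mm9 build in the files. The reference DNA was shared by all arrays, so a deviation seen in every mouse can belong to the reference.

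The family analysis asked which copy number changes were present in the progeny and in neither parent. Progeny 5 carried a gain on chromosome 6 from 48004264 to 48314596, and progeny 1 carried a loss on chromosome 9 that began at 57467128. Over the 310333 bp of the chromosome 6 gain, 87 of 92 probes were positive and the mean log2 ratio was 1.05 (SD over probes 0.20), with 1.03 on the array with the mouse in Cy3 and 1.07 on the array with the mouse in Cy5. The sire and the dam were each at 0.01 in this region, and the other progeny lay between -0.02 and 0.03. On chromosome 9, the stretch from 57467128 to 57547035 (79908 bp) had 28 positive probes among 37 and a mean log2 ratio of -0.82 in progeny 1. A second stretch of the same mouse, from 57557345 to 57700563, had 55 positive probes among 67 and a mean of -0.90. It was not counted as a de novo candidate because 1 of its probes was also positive in the sire. Taken as a single loss of 233436 bp, the interval contained 83 positive probes among 107, with a mean of -0.86 (SD over probes 0.29), while the sire was at -0.03 and the dam at 0.00. Among 10000 random autosomal windows of as many consecutive probes, 0 lay as far from the midparent value as the chromosome 6 gain. For the strict chromosome 9 candidate it was 1, but windows were drawn from the same mouse with this loss left in. Since 0 windows also lay as far as 7 short regions, the ranking alone does not set the large events apart. Relative to the SD of the windows, the large events lay farther out. The chromosome 6 gain was at 1.04 against an SD of 0.05 and the strict chromosome 9 candidate at -0.81 against 0.04. The farthest short region was at 1.33 against 0.16. With the normexp background correction the means moved to 0.88 and -0.47, and both events were still called, in parts. The study lists Csk, Cyp1a1, Cyp1a2, Edc3, Clk3 and Arid3b for the chromosome 9 event and Zfp746 for the chromosome 6 event. Csk is a kinase that restrains Src family kinases, and Cyp1a1 and Cyp1a2 are cytochrome P450 enzymes that metabolize foreign compounds. These genes were chosen on the same mice and on another genome build, so they add no independent evidence.

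**Figure D1:**
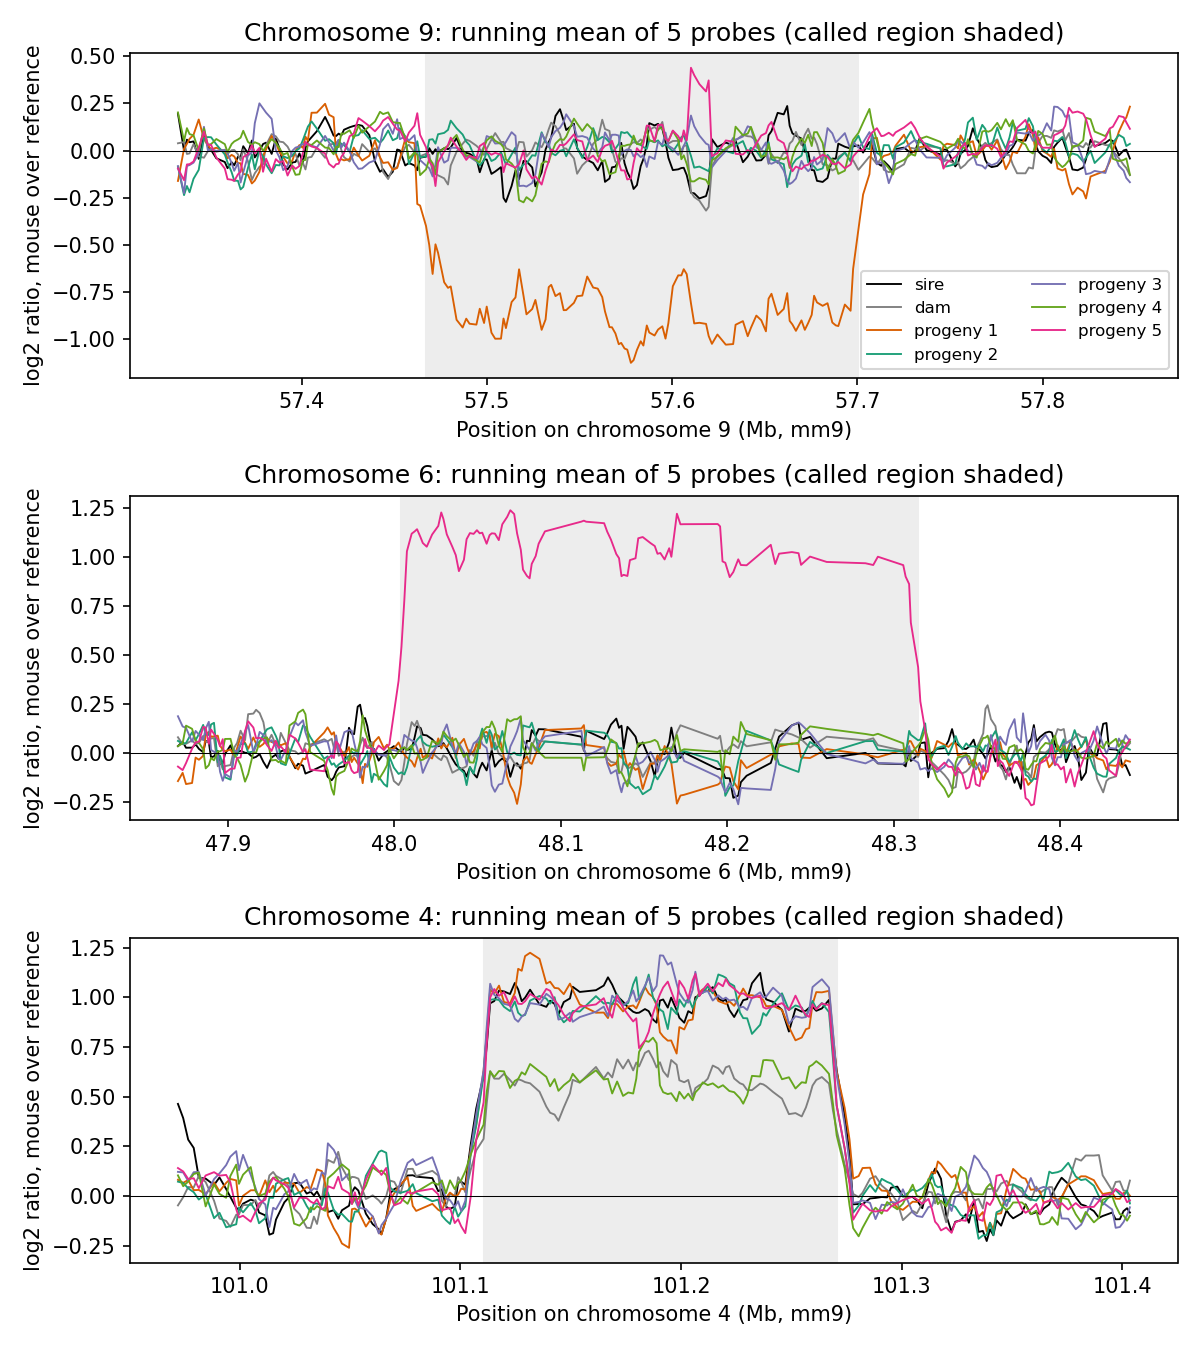
Log2 ratio of mouse over reference against position (Mb, mm9), as a running mean of 5 probes for each of the 7 mice, with the called region shaded. Progeny 1 alone is low on chromosome 9 (mean -0.86), progeny 5 alone is high on chromosome 6 (mean 1.05), and on chromosome 4 the dam and progeny 4 lie at 0.58 and 0.59 while the other mice lie between 0.97 and 1.0.

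Apart from these, the de novo candidates with at least 2 positive probes were short. They have the probe count of Type L, but the study counted in that class candidates that had passed its second array. These regions were tested here by no second array or quantitative PCR. The 5 progeny had 13, 5, 7, 8 and 12 such regions in the order of their numbers, which made 45 in all, 22 losses and 23 gains. Of these, 42 had 2 positive probes. A loss of progeny 1 on chromosome 6 from 66897767 to 66901650 had 3 probes and a mean progeny-minus-midparent log2 ratio of -1.01. Regions with 2 positive probes included a gain of progeny 4 on chromosome 14 from 54163670 to 54174602, at 1.33 over the midparent, and a loss of progeny 1 on chromosome 1 from 141567213 to 141580405, at -1.23. Parents away from 0 added to these distances. On chromosome 14 progeny 4 itself was at 0.91 and the sire at -0.79. On chromosome 1 progeny 1 was at -0.81, the sire at 0.37 and the dam at 0.47. In progeny 5, 9 of the 12 regions lay on chromosome 12 and all 9 were gains, whereas the other progeny together had 4 regions on that chromosome. With each chromosome centred on its own median, an alternative added after the data had been examined, 35 regions were called in all progeny. Of the 9 on chromosome 12 of progeny 5, 0 were left, so their calls depended on the shift of the whole chromosome given below. Their means were 0.58 to 0.87, and they were not taken as separate candidates. Shuffling the order of the probes gave 46.3 de novo regions with at least 2 positive probes on average over 100 shuffles (range 30 to 64), and the longest shuffled region had 3 probes. The number of short regions was therefore not above that of randomly adjacent probes, and the 2 large events were beyond that range. The shuffles kept the probes of the large events and the raised chromosome 12 of progeny 5, so the shuffled number may be too high. Without the dimmest 10% of the probes, an alternative added after the data had been examined, 9 regions were called, of which 4 were parts of the chromosome 6 and chromosome 9 events.

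De novo candidates with 1 positive probe, the probe count of Type S, numbered 422, 412, 691, 489 and 303 in the 5 progeny. They made 2317 in all (463 ± 144 per mouse, SD, n = 5). They were 1257 losses and 1060 gains. The candidates farthest from the midparent were a gain of progeny 5 at A_67_P06802574 on chromosome 9 (57614670 to 57614729), at 2.99, and a loss of progeny 3 at A_67_P07894307 on chromosome 13 (60078227 to 60078286), at -2.81. Next came a gain of progeny 5 at A_67_P04457556 on chromosome 2 (25283852 to 25283906), at 2.72, and a gain of progeny 2 at A_67_P03374272 on chromosome 17 (78643045 to 78643104), at 2.71. The parents were themselves away from 0 at these probes, as at A_67_P06802574, where the sire was at -0.83 and the dam at -1.10. Chromosome 12 held 11.2% of the candidates of progeny 5, 32 of the 34 being gains, and 2.61% to 4.50% of those of the other progeny, beside 4.81% of the autosomal probes. The study screened positive probes again on a second array and tested candidates by quantitative PCR. No such data were analysed here. With the normexp correction 4 single-probe candidates were called, of which 2 were parts of the chromosome 9 loss of progeny 1 and the others were a gain of progeny 3 on chromosome 6 and a loss of progeny 5 on chromosome 10, and without the dimmest 10% of the probes 100 were called.

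The positive probes behind these calls were few in every mouse. The sire had 627 positive autosomal probes, the dam 505 and the progeny 618, 506, 813, 531 and 508, with a median of 531 over the 7 mice (range 505 to 813, or 0.0531% to 0.0855% of the probes). Losses outnumbered gains in progeny 1 (395 against 223) and progeny 2 (344 against 162), and gains outnumbered losses in progeny 5 (387 against 121), in progeny 4 (352 against 179) and in the dam (348 against 157). Outside regions with 10 or more positive probes, between 89.5% and 97.6% of the positive probes of a mouse belonged to the dimmest 10% of the autosomal probes. Probes past 0.8 on both arrays in opposite directions, which follow the dye and not the DNA, numbered 1888 in the sire, 1337 in the dam and 1431, 1281, 1419, 1501 and 687 in the progeny. Opposite-direction probes were thus 1.56 to 3.22 times as many as the same-direction probes past 0.8. The same-direction probes were 3.60 to 8.74 times as many as independent arrays would give with the same rate at every probe. The rate was uneven, since 84.0% to 90.4% of the opposite-direction probes of a mouse were also among the dimmest 10%. The large regions were counted too, so this ratio does not measure agreement between the 2 arrays, which correlated at -0.29 to -0.21. With the normexp correction the median number of positive probes was 58 and that of opposite-direction probes was 3.

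**Figure D2:**
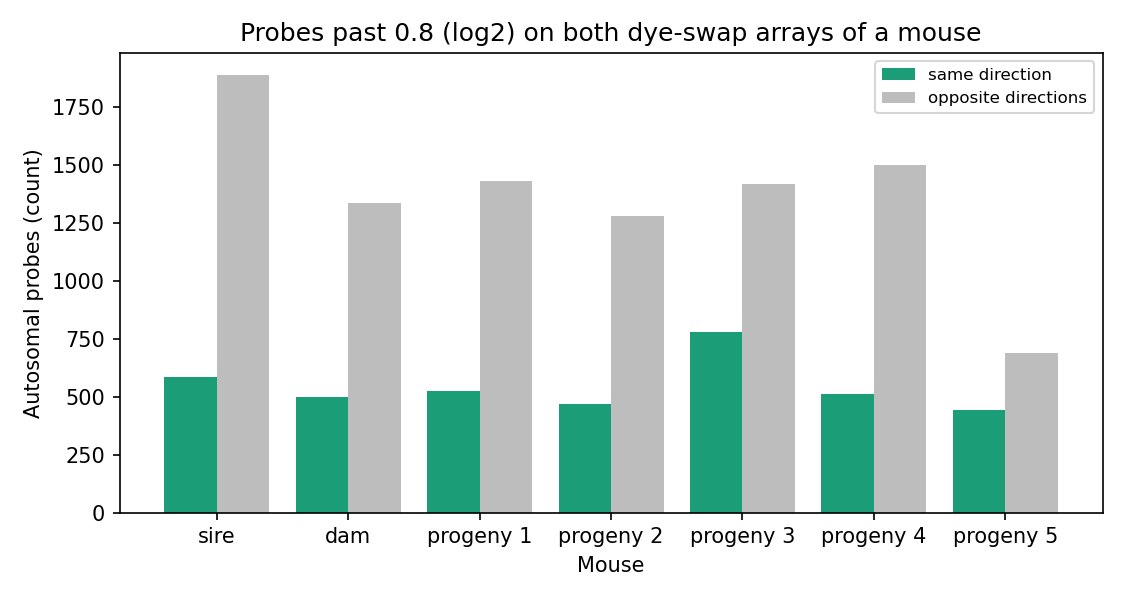
Number of autosomal probes past 0.8 (log2) on both dye-swap arrays of each mouse, in the same direction (green) or in opposite directions (grey). Opposite-direction probes are more numerous in every mouse, from 687 in progeny 5 to 1888 in the sire.

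Counting regions found in a single mouse of the family allowed progeny and parents to be compared by the same definition. The progeny had 410, 381, 668, 466 and 294 such private regions (444 ± 140, SD, n = 5), and the sire and the dam had 500 and 424. The progeny-minus-parents difference was -18.2 regions, against a parental mean of 462, which was within the spread between progeny (exact permutation test, two-sided, p = 0.810, 21 splits, smallest possible p 0.0476). Private regions with at least 2 positive probes numbered 9 in the sire, 1 in the dam and 8.40 ± 3.36 (SD, n = 5) in the progeny (exact permutation test, p = 0.381). Private gains (exact permutation test, p = 0.476) and private losses (exact permutation test, p = 0.619) also gave no difference past the threshold. The parents shared 1 scan batch and the progeny the other 3, so batch and generation cannot be told apart here. Single progeny decided the size and sign of this difference, which was 13.0 without progeny 5 (exact permutation test, p = 0.933), -83.5 without progeny 3 (exact permutation test, p = 0.267) and -0.25 without progeny 2 (exact permutation test, p = 1). With 1 progeny left out, the splits are too few for any outcome to pass the threshold, so these p-values decide nothing.

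A gain on chromosome 4 from 101110482 to 101270535 (160054 bp, 74 probes) was present in all 7 mice at 2 levels. The sire (0.98), progeny 1 (0.98), progeny 2 (0.97), progeny 3 (1.0) and progeny 5 (0.98) lay near the log2 ratio of 4 copies against 2, which is 1.0. The dam (0.58) and progeny 4 (0.59) lay near that of 3 copies against 2, which is 0.58. The levels differed by more than the SD over the probes of a mouse, which was 0.15 to 0.19. Because of its lower level, the gain had 6 positive probes in the dam and 8 in progeny 4, but 66 to 70 in the others. Besides this gain, 1 region was positive in all 7 mice, a single probe on chromosome 13 (95707465 to 95707524) with means from 1.70 to 2.24. No region was positive in exactly 4, 5 or 6 mice.

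Regions positive in exactly 1 parent were examined for their presence in the progeny. There were 11 with at least 2 positive probes, 9 in the sire and 2 in the dam. The only one with 4 probes was a loss of the dam on chromosome 3 from 25417435 to 25444229 (26795 bp), with a mean of -1.53, and progeny 5 was at -1.49. Progeny 1 to 4 lay between -0.22 and 0.04 in this region. The carrier rule was thus met by 1 of 5 progeny (exact binomial test against 50%, two-sided, p = 0.375) with an exact 95% interval of 0.505% to 71.6%. With 5 chances no outcome of this test can pass the threshold, so it decides nothing. A copy from the sire, who was at -0.02 here, would leave progeny 5 near the -1.0 of 1 copy against 2, and the dam and progeny 5 are also the mice with low Y-linked signal, so this loss is not taken as evidence of transmission. Over all 11 regions there were 2 carriers among 55 chances, and the second was a sire loss on chromosome 1 from 67503408 to 67506839 in progeny 3. The other 10 regions had 2 positive probes each. All regions with at least 2 positive probes were about as many as in shuffled probe order (10 in the sire against 9.37 on average, and 4 in the dam against 6.83). The sire's count includes the chromosome 4 gain and the dam's the loss with 4 probes, and the shuffles kept those probes. The share of carriers among the short regions was therefore not read as a rate of transmission.

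The sex-linked probes were used to check the labels of the parents. The mean log2 ratio of the X-linked probes was 0.93 in the dam and 0.03 in the sire, a difference of 0.90, and that of the Y-linked probes was -2.40 in the dam and 0.03 in the sire. Progeny 5 lay with the dam, at 0.96 on the X and -2.67 on the Y. The study lists this mouse as a female. Progeny 1 to 4 lay between 0.00 and 0.02 on the X and between 0.00 and 0.10 on the Y. With the normexp correction the X-linked difference between dam and sire was 0.51.

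**Figure D3:**
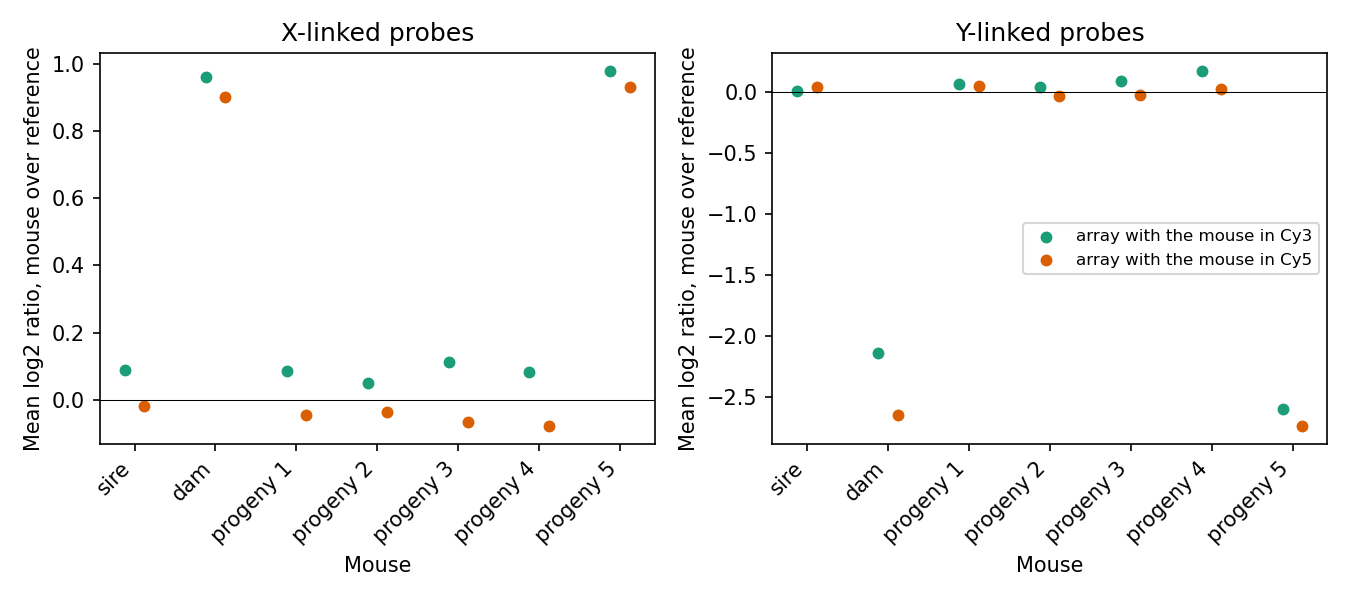
Mean log2 ratio of mouse over reference of the 68 X-linked and the 23 Y-linked probes, for each mouse and dye orientation. The dam and progeny 5 are high on the X (0.93 and 0.96) and low on the Y (-2.40 and -2.67), and the other mice are near 0 on both.

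The autosomes were also compared as wholes. Chromosome 12 of progeny 5 had a median log2 ratio of 0.20 over 45734 probes, with 0.20 on the array with the mouse in Cy3 and 0.21 on the other, and this was the largest shift among 133 medians (19 autosomes in 7 mice). The other 18 autosomes of progeny 5 all had medians of -0.01, and chromosome 12 of the other 6 mice lay between -0.000944 and 0.00310 (SD 0.00159, n = 6). Relative to its other autosomes, chromosome 12 of progeny 5 was raised by 0.21, or 1.16-fold. All 25 bins of 5 Mb along the chromosome had medians between 0.20 and 0.21, while the 474 bins of the other autosomes lay between -0.03 and 0.00 in the same mouse. With the normexp correction the median was 0.14. In the other 6 mice the medians of all autosomes lay between -0.00450 and 0.00664.

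**Figure D4:**
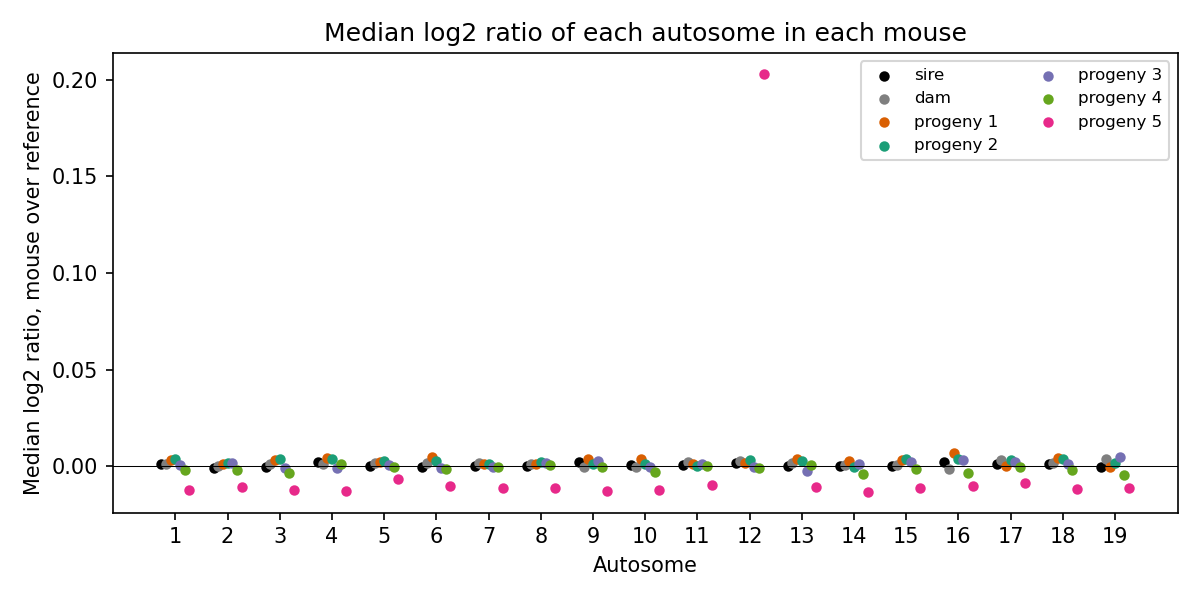
Median log2 ratio of mouse over reference of each of the 19 autosomes in each of the 7 mice. Chromosome 12 of progeny 5 stands at 0.20, and every other median lies between -0.0132 and 0.00664.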

Values the study reported

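For the first offspring of this family, the study listed a deletion on chromosome 9 with 83 positive probes in its first array screen and an estimated size of 235,104 bp. For the fifth offspring it listed a duplication on chromosome 6 with 86 positive probes in the first screen and an estimated size of 305,969 bp. The study also gave rates over all of its families, for deletions that passed a second array and quantitative PCR. De novo deletions were found in 20.4% of the offspring of irradiated males (29 of 142). In the offspring of control males the share was 7.1% (11 of 156). Deletions with at least 2 positive probes in the first screen were found in 15.5% and 5.1% of these offspring. The candidates called here passed the rule of the first screen alone, so their counts cannot be set beside these rates.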

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

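The tests of the reference channel, of the bins along chromosome 12, of inheritance from the dam and of the level on chromosome 6 were chosen after the result was seen, and those of the normexp correction and of the dam's signal at the shared losses before. The test of inheritance replaced an earlier one that was undecided, in which progeny 5 carried 21 and progeny 1 to 4 together carried 9 of 128 losses that the dam had and the sire had not. For 19 measures, the progeny farthest from the others was compared with the other 4 by the ratio of its gap to the whole range (limit 0.71 for 5 mice), and 10 measures went past the limit. Chance flags about 1 in 20 groups, and several of these measures are linked, since 7 of the 10 belong to progeny 5. The chromosome 6, 9 and 12 measures were chosen because a progeny deviated there, so that their passing the limit follows largely from that choice and adds no evidence to the calls.

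Progeny 5 stood apart in the median of chromosome 12, at 0.20 against -0.000944 to 0.00310 in the other progeny, in its 9 de novo candidates with at least 2 positive probes on chromosome 12, where the others had 1 each (0 of the 9 were left with each chromosome centred on its own median), and in the share of its single-probe candidates on chromosome 12, at 11.2% against 2.61% to 4.50%. A shift of the whole array, spot or scan would move both channels, but the reference channel of progeny 5 over chromosome 12 moved by -0.000462, within the range of its other autosomes (-0.00294 to 0.00216), while its mouse channel moved by 0.21. The scanner's background subtraction and dye normalization did not account for it either, because the median stayed at 0.14 with the normexp correction, above the limit of 0.1 set beforehand. The lowest bin of chromosome 12 was 0.20 and the highest bin of any other autosome 0.00, as extra copies of the whole chromosome in part of the cells would give. Mosaic trisomy of chromosome 12 may therefore be followed up as a hypothesis, with 3 copies in 32.0% of the cells if the rest had 2, but no other tissue and no karyotype was analysed here. This share rests on the 0.21 of the main processing, and the 0.14 with the normexp correction would give a lower one.

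The dam and progeny 5, the mice with low Y-linked signal, alone shared 14 losses past -1 with the other 5 mice within 0.3 of 0, on 9 chromosomes, against at most 1 in any of the other 20 pairs of mice. Inheritance of all of these losses from the dam is argued against by 9 of the 14 in progeny 5 lying below -1.3, which is lower than a copy from the sire would leave. At these probes the signal of the dam had a median percentile of 74.3 among autosomal probes, where that of the sire was 99.7 and that of the dam's Y-linked probes was 0.0751. Probes that also bind repeated Y-linked sequence are a candidate explanation, and inheritance stays open for the other 5 losses.

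In the joined chromosome 9 loss, progeny 1 was at -0.86 and the other progeny were between -0.01 and 0.01. In the chromosome 6 gain, progeny 5 was at 1.05 and the other progeny were between -0.02 and 0.03. A single extra copy in every cell would give 0.58, so the mean of 1.05 (SE over probes 0.02) lies above it. Arrays that overstate gains are argued against by the X-linked probes of the dam, at 0.93 (SE over probes 0.02), below the 1.0 of 2 copies against 1. The level lay near that of 4 copies against 2, 1.0, so that 2 extra copies may be present, which was not tested by another method here.

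Progeny 5 stood apart in the mean of its X-linked probes, at 0.96, and of its Y-linked probes, at -2.67, where it lay with the dam. The study lists this mouse as a female. In the chromosome 4 gain, progeny 4 was at 0.59, where it lay with the dam at 0.58, and the other progeny were between 0.97 and 1.0. Progeny 5 had 687 opposite-direction probes, against 1281 to 1501 in the other progeny. It was alone in its scan batch, so for this count mouse and batch cannot be told apart. Progeny 3 had 778 same-direction single probes, against 441 to 526 in the other progeny.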

How the results depend on the processing

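The alternatives without the dimmest 10% of the probes, with each chromosome centred on its own median, with fewer than 50% of a region's positive probes shared with a parent, and with the authors' value table for the chromosome 12 shift were chosen after the data were examined. Of 95 alternative values, 60 kept their direction and stayed within the limits set for a change, 29 moved, 5 reversed and 1 went past the test's threshold. For results with a test, the limit was the side of the threshold alone, whatever the size of the value. Differences in private regions from -83.5 to -0.25 were thus all counted as kept. The kept shares of carriers rested on at most 5 chances, where no outcome can pass the threshold. The cause of a change was not tested unless stated. With the normexp correction, whose offset shrinks ratios by construction, the median number of positive probes was 58 and that of opposite-direction probes 3, the de novo candidates were 6 with at least 2 positive probes and 4 with 1, the progeny-minus-parents difference in private regions was 0.5, and the log2 values were 0.51 for the X-linked difference, 0.14 for chromosome 12, -0.47 for the chromosome 9 loss and 0.88 for the chromosome 6 gain. With probes well above background on every array, the same counts were 77, 224, 10 and 71, and the difference was 4.20. Without the dimmest 10% of the probes they were 83, 214, 9 and 100, and the difference was 6.80. Both settings test fewer probes. With a single-probe threshold of 1 there were 267 positive probes, 426 opposite-direction probes and 804 single-probe candidates, and the difference was 1.60. The exact permutation p of the difference in private regions lay between 0.267 and 1 over all settings. With 1 progeny left out, the splits are too few for any outcome to pass the threshold. In the settings with all mice, none of the directions of this difference was past it. With the single-probe rule alone there were 9 candidates with at least 2 positive probes. With both parents also within 0.3 of 0 there were 27 and, with 1 probe, 606. The array with the mouse in Cy5 alone gave 11966 and 41233, and the array with the mouse in Cy3 alone 15724 and 58606, since the requirement of both arrays was dropped. The interval search gave 389 calls, and its scores were 54.2 on chromosome 6 and 44.8 on chromosome 9, beside 10.8 for the next. Chromosome 12 of progeny 5 was at 0.20 without centring and at 0.20 in the authors' table. With regions of 2 or more positive probes the share of carriers was 3.64%, the value past the threshold, but such regions were about as many in shuffled probe order. Leaving out each progeny in turn gave 519.5 to 574.5 positive probes, 32 to 40 and 1626 to 2014 de novo candidates, a difference in private regions of -83.5 to 13.0 (13.0 without progeny 5, the only reversal), and a share of carriers of 0% to 25%. The planned tests of antigen receptor loci and gene families were not run, for want of gene names for the probes. No paired test was run, because the sire and the dam are single mice and all 5 progeny share them. Signal over background limits the single-probe calls, most of which lay in the dimmest 10% of the probes.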

Other observations

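The values in this part were all examined after the results above were seen. Among the autosomal probes positive in exactly the dam and progeny 5, the lowest was A_67_P06011063 on chromosome 6 (104241394 to 104241453), at -4.17 in the dam and -3.93 in progeny 5, with the other mice between -0.29 and 0.10. The next was A_67_P00760264 on chromosome 3 (132549431 to 132549490), at -2.94 and -3.15. The same pair of mice was raised over a stretch of chromosome 8 from 102136827 to 102253497 (116671 bp, 42 probes), at 0.29 in the dam and 0.28 in progeny 5, while the other mice lay between -0.02 and 0.02.

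Most positive probes belonged to a single mouse: 3158 were positive in 1 mouse, 266 in 2 and 92 in 3 or more of the 7. Along the chromosome 9 loss of progeny 1, the mean log2 ratio of 5 successive parts was -0.81, -0.78, -1.0, -0.88 and -0.85, and along the chromosome 6 gain of progeny 5 it was 1.07, 1.11, 1.05, 1.04 and 0.97. In both events the deviation was in the mouse channel (-0.88 and 1.05) and not in the reference channel (-0.02 and 0.01).

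The strict chromosome 9 candidate of progeny 1 had 28 positive probes over 79908 bp. Both are lower than the values quoted from the study above. With the neighbouring stretch joined, the loss had 83 positive probes over 233436 bp, and the chromosome 6 gain of progeny 5 had 87 over 310333 bp.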
